A study of Mus musculus with 6 samples. Its data were reported in "RBBP4 is an epigenetic barrier for the induced transition of pluripotent stem cells into totipotent 2C-like cells" (2023).

How the data were processed

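Bulk poly(A) RNA-seq was measured in 6 libraries of 46C cells, a line of mouse embryonic stem cells (mESCs). By the study's methods, cells with a biotin ligase received a tag-only vector, biotin-tagged Rbbp4 (Rbbp4 OE) or biotin-tagged Rbbp7 (Rbbp7 OE). The control labels name only 46C control cells, which were taken to be the tag-only cells. A protein blot in the study set the tagged lines beside wild-type mESCs, so the controls may instead be unmodified. In that case the biotin ligase, virus and drug selection also differ between control and both lines. Each of the 3 groups had 2 libraries, assigned from the sample labels.

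The authors trimmed the reads with Trim_galore, aligned them with STAR to the mm10 mouse genome and estimated gene expression with RSEM. They deposited 1 table of TPM values, a length-scaled share of transcripts, per library. TPM divides each estimate by transcript length and scales every library to a fixed total, so sequencing depth is not kept and is unknown here, and no counting interval or detection floor is given. A TPM listed at 0 can be a failed estimate of a short transcript and is reported as listed at 0. Each table holds 55401 genes, with values written to 0.01 TPM. No table holds transposable element rows, so the planned test of element families was not run.

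Gene names, biotypes and coordinates came from GENCODE M21 on GRCm38, matched on the gene identifier without its version. Of the 55401 genes, 55141 had a match, 54349 of them with the same version, and 260 had none. The annotation named in the study's methods is a later GENCODE release. Transcript length and GC content were those of each gene's longest transcript.

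The study tested genes with a count model. TPM values are not counts, so the study's thresholds were kept and the test was limma-trend (limma 3.58.1 in R 4.3.3) on log2(TPM + 1). Fold changes are on this scale, which understates the change of low genes. Genes with a mean TPM of at least 0.5 over all 6 libraries were tested, 14156 in all. All 3 groups entered 1 fit with no covariate, which left 3 residual degrees of freedom and gave 3.103 prior degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 2. The contrasts were Rbbp4 OE against control, Rbbp7 OE against control, and Rbbp4 OE against Rbbp7 OE.

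Gene lists were tested with camera at an inter-gene correlation of 0.01, two-sided, and adjusted over the 12 set tests (4 lists in 3 contrasts). The lists were early-2C genes, pluripotency genes, trophoblast genes and chromatin partners of RBBP4. The early-2C names came from the study, which chose them on RBBP4-degraded cells not analysed here. No gene was matched under the name Dux, so it has no value here. Both overexpression lines were compared with the same controls, so the correlation and overlap of their fold changes were set beside 100 simulations of unchanged groups that shared controls.

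The named genes followed a fixed rule. It names Rbbp4, Rbbp7, Gapdh and Actb. It adds the 5 largest called increases and 5 largest called decreases per contrast among genes with a name whose libraries did not overlap between groups, and list members called in any contrast. It also names Zscan4c, Zscan4d, Dux, Usp17la, Pou5f1, Nanog, Cdx2, Ehmt2, Trim28 and Chd4. Genes named outside this rule are marked as chosen after their values were seen.

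The fit was tested on simulated data in which 200 of 14156 genes were changed. It recovered 86.5% of them in the simulated comparison of Rbbp4 OE with control, and called 5 genes that were not changed. In that of Rbbp7 OE with control it recovered 89%, and called 0 genes that were not changed. In that of Rbbp4 OE with Rbbp7 OE it recovered 92%, and called 3 such genes. These shares hold only for the sizes of change, genes and noise that were simulated. They do not give the share of real changes that the fit found.

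The grouping, tests, rule for named genes and following alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 5, no filter, a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, a replicate block, 2-group fits, a robust trend, leaving out each library in turn, other thresholds, fry, camera with an estimated correlation, and separate control libraries for each line. Chosen after seeing the data were protein-coding genes only and a spline correction for GC content and transcript length. The correction was run in a form that kept each library's overall shift and in a form that also removed it, because a first trial and the written form differed in this point. Near-identical copies of short genes were searched with blastn 2.17.0 against all GENCODE M21 transcripts, at 95% identity over 80% of the transcript.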

Results

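RBBP4 and RBBP7 are close homologs that bind histones and belong to several chromatin complexes. The series measured gene expression in 46C mESCs that overexpressed biotin-tagged Rbbp4 or Rbbp7. The controls were taken to be cells carrying the tag alone. Each group had 2 libraries. Expression is given in TPM as deposited, and sequencing depth is unknown. Between 19011 and 19691 genes had a TPM above 0 in each library, and between 12330 and 12698 had at least 1 TPM. The single most abundant gene in every library was mt-Atp8, with 5.46% to 6.92% of the total.

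Replicates were compared first. The median absolute log2 difference over 14156 genes was 0.178 between the 2 controls, 0.121 between the Rbbp4 OE libraries and 0.123 between the Rbbp7 OE libraries. Between libraries of different groups it ranged from 0.182 to 0.290. On 2 other measures the ranges overlapped: the Pearson correlation was 0.973 to 0.983 within groups and 0.960 to 0.981 between them, and the genes differing over 2-fold numbered 376 to 468 within groups and 412 to 829 between them. No 2 libraries held identical values, with at most 1.74% of the genes at the same TPM in any pair.

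The overexpressed genes were examined next as a check of the groups. Rbbp4 (ENSMUSG00000057236.10, GRCm38 chromosome 4, 129307100 to 129335370) had 147 TPM ± 0.69 (SD, n = 2) in control, 271 TPM ± 0.87 (SD, n = 2) in Rbbp4 OE and 143 TPM ± 0.89 (SD, n = 2) in Rbbp7 OE. Its log2 fold change in Rbbp4 OE was 0.88 (SE 0.046, limma adjusted p = 0.00173). The increase exceeded the spread between replicates but stayed under the fold of 2 used for calls; after the GC and length correction, chosen after seeing the data, it passed that fold, at 1.04, and at 1.10 with centring. In Rbbp7 OE, Rbbp4 had a log2 fold change of -0.03 (limma adjusted p = 0.803). Rbbp7 (ENSMUSG00000031353.13, chromosome X, 162760402 to 162779092) had 238 TPM ± 1.0 (SD, n = 2) in control, 213 TPM ± 7.0 (SD, n = 2) in Rbbp4 OE and 736 TPM ± 16 (SD, n = 2) in Rbbp7 OE. Its log2 fold change in Rbbp7 OE was 1.63 (SE 0.047, limma adjusted p = 2.27e-04). In Rbbp4 OE it was -0.16 (limma adjusted p = 0.0775). Both target increases kept their size when any 1 library was left out, while their adjusted p then rose above 0.01. Across alternatives the adjusted p reached 0.0404 for Rbbp4 and 0.0351 for Rbbp7.

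**Figure D1:**
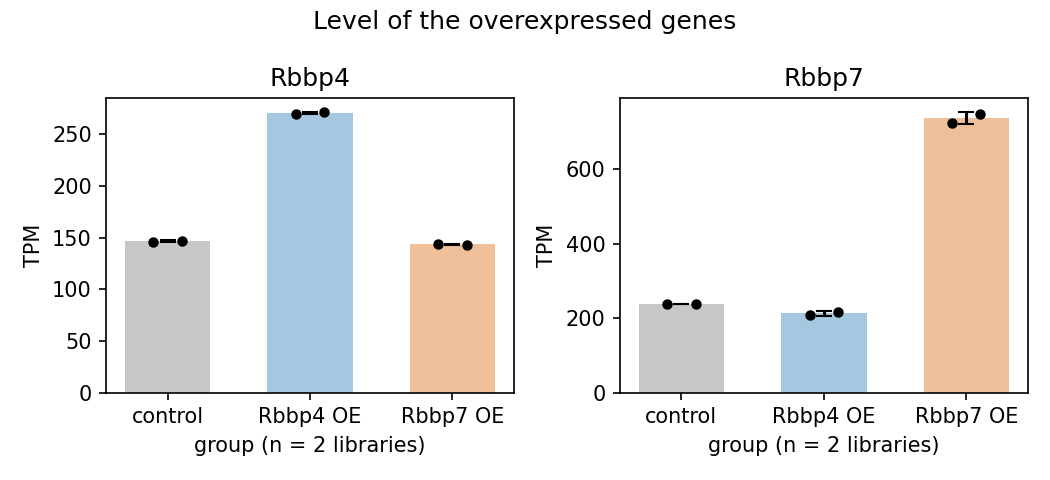
Level of Rbbp4 (left) and Rbbp7 (right) in TPM for the 3 groups. Bars are means, error bars are SD, and dots are the 2 libraries of each group; Rbbp4 is highest in Rbbp4 OE and Rbbp7 in Rbbp7 OE.

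As control genes, Gapdh and Actb were measured in the same fit. Gapdh lies in a region of chromosome 6 that was low in both lines, described under other observations, which limits it as a control. Gapdh had a log2 fold change of -0.10 in Rbbp4 OE (limma adjusted p = 0.0899), which became 0.0057 under median-of-ratios scaling, and -0.03 in Rbbp7 OE (limma adjusted p = 0.735). Actb was 1452 TPM ± 28 (SD, n = 2) in control and 2090 TPM ± 206 (SD, n = 2) in Rbbp4 OE, a log2 fold change of 0.52 (limma adjusted p = 0.0137), and it stayed higher under both scaling alternatives.

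The first comparison asked which genes changed when Rbbp4 was overexpressed. With limma, 73 genes were called in Rbbp4 OE against control, 29 higher and 44 lower. Of these, 53 were protein-coding, 17 higher and 36 lower. At an unadjusted p under 0.05 there were 4187 genes. Median-of-ratios scaling gave 49 calls, of which 26 were higher and 23 lower. The count depended on the libraries: it fell to 0 without either control library or either Rbbp7 OE library, to 1 without Rbbp4 OE replicate 2 and to 40 without Rbbp4 OE replicate 1. In the limma fits with 0 calls, 3502 to 4552 genes had an unadjusted p under 0.05. Among the other settings, the lowest count was 1, in the 2-group fit, and the highest was 197, at an adjusted p under 0.05.

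The 5 largest increases were Bc1, Gm22513, Snora73a, Gm15198 and AC122306.1. All 5 were listed at 0 in both controls, and their longest transcripts were 168, 164, 205, 177 and 202 nucleotides. Bc1 (chromosome 7, 144914470 to 144914637) had 4101 and 1286 TPM in the Rbbp4 OE libraries. Gm22513 had 64.5 and 150 TPM, Snora73a had 54.1 and 54.6 TPM, Gm15198 had 40.2 and 46.9 TPM, and AC122306.1 had 14.3 and 22.8 TPM. Of these 5, all but Bc1 have at least 1 near-identical copy among the annotated transcripts, so their levels are uncertain. Short genes were unstable between replicates here: 58.7% of the 167 tested genes of up to 300 nucleotides were listed at 0 in 1 replicate and at 5 TPM or more in the other, in at least 1 group.

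The 5 largest decreases with a name were Gm26712, Plekhg4, Pir, Gm37335 and Gm9536. Gm26712, with a transcript of 217 nucleotides 100% identical to Pyurf over the aligned part, was listed at 0 in both Rbbp4 OE libraries and had 13.5 and 36.0 TPM in the controls. Gm9536 was also listed at 0 in both, with 4.37 and 4.17 TPM in the controls. Gm37335, an antisense gene 99.5% identical to Hs6st1, had 0.48 TPM and a listed 0 in Rbbp4 OE against 8.04 and 4.78 TPM in control. Plekhg4 (ENSMUSG00000014782.16, chromosome 8, 105373274 to 105382862) fell from 7.08 TPM ± 0.73 (SD, n = 2) to 0.215 TPM ± 0.16 (SD, n = 2), with a log2 fold change of -2.74 (SE 0.21, limma adjusted p = 0.0047). Pir (ENSMUSG00000031379.13, chromosome X, 164269371 to 164373011) fell from 14.4 TPM ± 1.8 (SD, n = 2) to 1.35 TPM ± 0.17 (SD, n = 2), with a log2 fold change of -2.71 (SE 0.15, limma adjusted p = 0.00181). Neither Plekhg4 nor Pir was called when any 1 library was left out, although both kept their direction.

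Because the rule named mostly short genes, the protein-coding calls of largest size were chosen after their values were seen. The increases included 1700013H16Rik, Xlr5a, Calb2 and Xlr5b, with log2 fold changes of 2.15, 1.92, 1.84 and 1.64. Besides Plekhg4 and Pir, the decreases were Grb10 at -2.34, Ccne2 at -2.10 and Adipor2 at -1.97. Xlr5a and Xlr5b belong to a family of similar genes, and reads shared between its members make their separate levels uncertain.

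The second comparison asked the same of Rbbp7. With limma, 5 genes were called in Rbbp7 OE against control, 3 higher and 2 lower, with 2180 genes at an unadjusted p under 0.05. Besides Rbbp7, the increases were Gm14567 and Mest. Gm14567, a processed pseudogene of 174 nucleotides, was listed at 0 in both controls and had 146 and 79.96 TPM in Rbbp7 OE. Mest (ENSMUSG00000051855.15, chromosome 6, 30723547 to 30748465) rose from 13.7 TPM ± 0.11 (SD, n = 2) to 39.8 TPM ± 0.30 (SD, n = 2), with a log2 fold change of 1.48 (SE 0.076, limma adjusted p = 0.00285). The decreases were Gm3511 and Adipor2. Gm3511, a pseudogene of 204 nucleotides and 99.0% identical to Rps28, was listed at 0 in both Rbbp7 OE libraries and had 26.2 and 22.6 TPM in control. Adipor2 (ENSMUSG00000030168.13, chromosome 6, 119353150 to 119417704) fell from 98.9 TPM ± 5.4 (SD, n = 2) to 31.1 TPM ± 0.74 (SD, n = 2), with a log2 fold change of -1.64 (SE 0.075, limma adjusted p = 0.00171). The count was 0 when any 1 of the 6 libraries was left out, with 1439 to 2446 genes at an unadjusted p under 0.05. At an adjusted p under 0.05 and the same fold, it was 24.

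The overexpression lines were then compared with each other. With limma, 7 genes differed, 5 higher and 2 lower in Rbbp4 OE, with 2685 genes at an unadjusted p under 0.05. The higher genes were Bc1, Gm22513, Snora73a, Gm3511 and Gm15198, each listed at 0 in both Rbbp7 OE libraries. The lower genes were Gm14567, listed at 0 in both Rbbp4 OE libraries, and Rbbp7, with a log2 fold change of -1.79 (limma adjusted p = 8.31e-05). Among protein-coding genes alone, the count was 1. Without Rbbp4 OE replicate 1, Rbbp4 OE replicate 2 and Rbbp7 OE replicate 1, the count over all genes was 42, 1 and 0. The limma fit with 0 calls had 1566 genes at an unadjusted p under 0.05. Rbbp4 was higher in Rbbp4 OE by a log2 fold change of 0.91 (limma adjusted p = 0.00192), under the fold of 2, and was called after median-of-ratios scaling, at 1.01.

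To see whether both lines responded alike, their fold changes against control were correlated across the 14156 genes, which are not independent replicates. Pearson's r was 0.518. Simulated unchanged groups that shared controls gave a mean r of 0.497 and a highest r of 0.591, so the observed r lay within the simulated range. Spearman's rho was 0.615, above the highest simulated rho of 0.471. With a separate control library for each line, r was 0.239 or 0.190, against a highest simulated r of 0.164. Adipor2 and Mest were called in both lines with the same sign. Simulated unchanged groups gave 0 such genes, but with at most 1 call in Rbbp4 OE and 0 in Rbbp7 OE they left no room for an overlap, so this value says nothing about the overlap of real calls. None was called with opposite signs. Of the 73 genes called in Rbbp4 OE, 64 (87.7%) had the same sign in Rbbp7 OE. Genes listed at 0 in all control and Rbbp7 OE libraries, such as Bc1, counted as not the same sign. Simulations with Rbbp7 OE unchanged gave 52.8% on average and 68.9% at most. They took the observed fold changes as true, so they left out the selection of calls on noise in the controls.

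**Figure D2:**
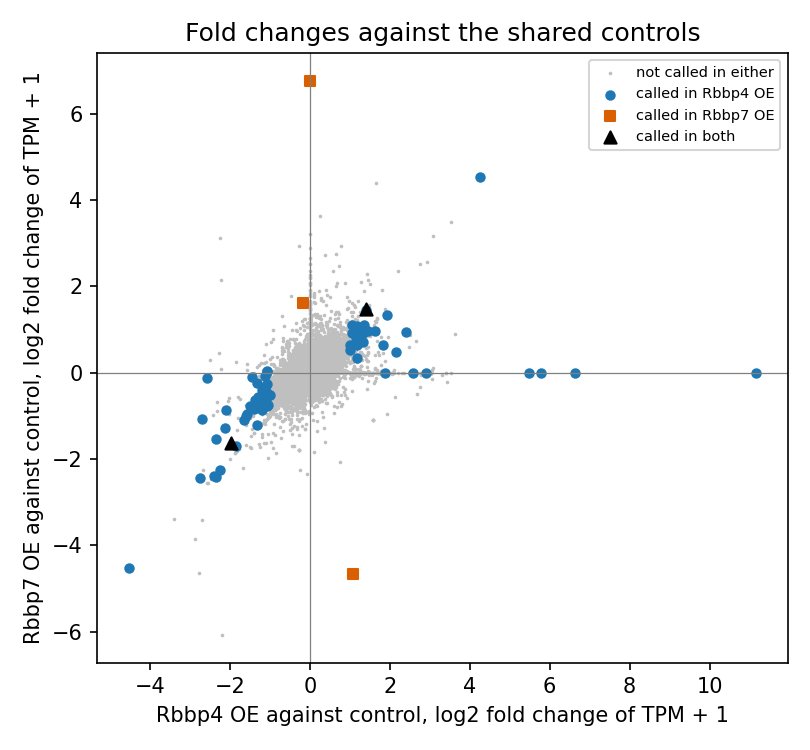
Log2 fold change of TPM + 1 against control for 14156 genes, in Rbbp4 OE (x axis) and Rbbp7 OE (y axis). Points mark genes called in Rbbp4 OE, in Rbbp7 OE, in both (Adipor2 and Mest) or in neither; the short genes listed at 0 in control and Rbbp7 OE lie on the horizontal line at 0.

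The study addresses repression of genes of the early 2-cell (2C) embryo by RBBP4, so the early-2C list was tested in each contrast. Of 36 genes, 35 were matched and 8 passed the filter. Their median log2 fold change was -0.19 in Rbbp4 OE, with 3 higher and 5 lower, and 0.03 in Rbbp7 OE, with 5 higher and 3 lower. Between the lines it was 0.08. The camera adjusted p was 0.599, 0.953 and 0.432. In Rbbp4 OE, the median and the mean of -0.06 were negative while camera pointed up, and in Rbbp7 OE the mean was -0.09 while the median was positive and camera pointed up. No call appeared under fry or an estimated correlation. No member was called over all genes tested or when adjusted over the list alone. At an adjusted p under 0.05 without the fold minimum, the counts adjusted over the list alone were 1 in Rbbp4 OE, 0 in Rbbp7 OE and 1 between the lines, and over all genes tested 1, 0 and 0. With no filter, 33 members had a value, and 27 were lower in Rbbp4 OE (median -0.15, camera adjusted p = 0.125) and 22 in Rbbp7 OE (median -0.06, camera adjusted p = 0.124).

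Most early-2C genes lay near 0 TPM. Zscan4c had 0.42 and 0.49 TPM in control, 0.11 TPM and a listed 0 in Rbbp4 OE, and 0.49 and 0.23 TPM in Rbbp7 OE. Zscan4d had 0.56 and 0.13 TPM in control, 0.08 and 0.18 TPM in Rbbp4 OE, and 0.04 and 0.12 TPM in Rbbp7 OE. Usp17la had 0.07 and 0.10 TPM in control, 0.03 TPM and a listed 0 in Rbbp4 OE, and was listed at 0 in both Rbbp7 OE libraries. The Zscan4 genes are near-identical copies, so single members are uncertain. Their summed TPM over 6 members was 3.2 and 2.05 in control, 0.44 and 0.97 in Rbbp4 OE, and 1.12 and 0.98 in Rbbp7 OE. The 27 members under the filter summed to 7.36 and 4.01 TPM in control, 1.27 and 2.03 in Rbbp4 OE and 3.61 and 3.45 in Rbbp7 OE. The 8 members past the filter summed to 127 TPM ± 5.4 (SD, n = 2) in control and 149 TPM ± 4.8 (SD, n = 2) in Rbbp4 OE. In Rbbp7 OE their sum was 134 TPM ± 2.7 (SD, n = 2). Most of that sum was Cdkn1a and Sp5, chosen after their values were seen. From control to Rbbp4 OE, Cdkn1a went from 89.3 to 102 TPM and Sp5 from 21.3 to 33.1. Of the 8, 5 were lower in Rbbp4 OE, among them Zscan4f (1.02 to 0.39 TPM) and Gm5662 (0.87 to 0.38). The sum therefore says little about the typical member.

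**Figure D3:**
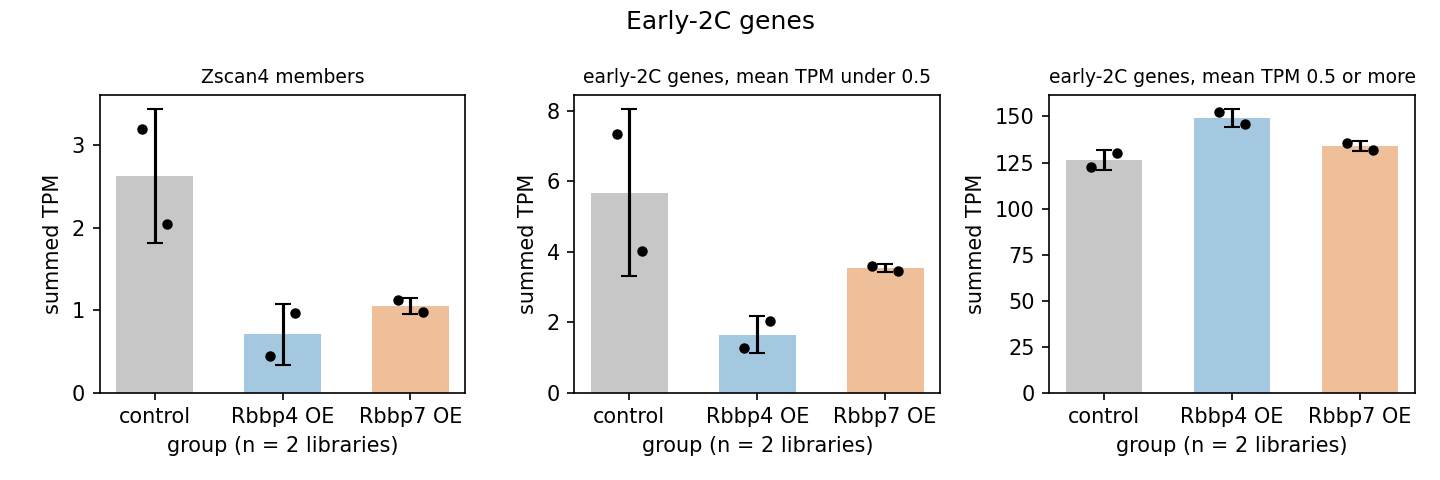
Summed TPM of early-2C genes: 6 Zscan4 genes (left), 27 genes under a mean TPM of 0.5 (middle) and 8 at or above it (right). The sum on the right is mostly Cdkn1a and Sp5. Bars are means, error bars are SD and dots are the 2 libraries of each group; the Zscan4 sums of both overexpression lines lie below both controls, and the y axes differ.

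The other lists gave no camera adjusted p under 0.05 at the filter used here. The median log2 fold changes in Rbbp4 OE, Rbbp7 OE and between the lines were 0.01, 0.05 and -0.12 for pluripotency genes, 0.23, -0.02 and 0.01 for trophoblast genes, and -0.07, 0.01 and -0.15 for chromatin partners. No call appeared under fry or an estimated correlation. The mean differed in sign from the median for pluripotency genes in Rbbp4 OE (-0.06, camera up), for trophoblast genes in Rbbp7 OE (0.09, camera up) and between the lines (-0.07, camera up), and for chromatin partners in Rbbp7 OE (-0.0013, camera down). No member was called over all genes tested or adjusted over the list alone, at the fold of 2. The trophoblast gene Tead4, chosen after its values were seen, fell just short of that fold in Rbbp4 OE. It went from 28.1 TPM ± 2.6 (SD, n = 2) to 13.6 TPM ± 0.58 (SD, n = 2). Its log2 fold change was -0.99 (limma adjusted p = 0.00797). Of the 9 trophoblast genes tested, 6 were higher in Rbbp4 OE. Without the fold minimum, the counts at a p under 0.05 adjusted over the list alone, in the same order of contrasts, were 8, 1 and 7 pluripotency genes, 5, 2 and 1 trophoblast genes, and 9, 0 and 3 chromatin partners. Over all genes tested they were 3, 0 and 0, then 2, 0 and 1, then 8, 0 and 0.

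Among the genes named beforehand, Pou5f1 had a log2 fold change of 0.25 in Rbbp4 OE (limma adjusted p = 0.0334), Nanog of -0.23 (limma adjusted p = 0.0393), Trim28 of -0.17 (limma adjusted p = 0.0491), Cdx2 of -0.52 (limma adjusted p = 0.102), Ehmt2 of 0.14 (limma adjusted p = 0.179) and Chd4 of 0.02 (limma adjusted p = 0.888). In Rbbp7 OE the values were 0.09 for Pou5f1, -0.06 for Nanog, -0.12 for Trim28, -0.53 for Cdx2, 0.06 for Ehmt2 and 0.01 for Chd4, with limma adjusted p from 0.232 to 0.968. None reached the threshold for a call. Nanog and Chd4 lie in a region of chromosome 6 that was low in both lines, described under other observations. The fall of Nanog in Rbbp4 OE cannot be told apart from that regional shift.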

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

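The test of copies was chosen after the result was seen. A total of 7 genes differed in the direct test of one overexpression line against the other, which is why they are listed here. Rbbp7 (limma adjusted p = 8.31e-05) is the overexpressed gene itself, so its difference follows from the design. The other 6 are short genes listed at 0 in one line: Snora73a (limma adjusted p = 8.31e-05), Gm3511 (limma adjusted p = 8.31e-05), Gm15198 (limma adjusted p = 1.61e-04), Gm14567 (limma adjusted p = 8.06e-04), Bc1 (limma adjusted p = 8.94e-04) and Gm22513 (limma adjusted p = 0.00298).

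A scale factor leaves a listed 0 at 0, so another scaling between libraries is no test of these genes. Unstable estimates at short transcripts are a candidate explanation. Of the 167 tested genes of up to 300 nucleotides, 58.7% were listed at 0 in 1 replicate and at 5 TPM or more in the other, against 0.444% of 13975 longer genes (Fisher's exact test, two-sided, p = 2.57e-160). No gene with a longest transcript under 164 nucleotides had a TPM above 0 in any library, although 6200 such genes are listed. In the line where they were seen, Bc1 had 4101 and 1286 TPM in its replicates and Gm22513 64.5 and 150, whereas Snora73a had 54.1 and 54.6, Gm15198 40.2 and 46.9 and Gm3511 48.3 and 57.0, so instability was not seen for each of them. Reads shared with near-identical copies cannot be told apart from this: 5 of the 6 genes have such a copy, but so have 124 of the other 161 short tested genes (Fisher's exact test, two-sided, p = 1), so having a copy does not single them out. A difference in short RNA between the lines stays open and was not tested. It could lie in the cells or in the libraries, which were selected for poly(A) RNA. Across genes, the log2 fold change of Rbbp4 OE against Rbbp7 OE had a Spearman correlation of -0.28 with transcript length. All 7 genes were still called after the GC and length correction.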

How the results depend on the processing

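The 2 GC and length corrections and the restriction to protein-coding genes were chosen after seeing the data, unlike the other settings. When 1 library was left out, its partner was assumed to vary like the other groups.

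The count of 73 genes in Rbbp4 OE against control became 31 with a pseudocount of 5, 4 with no filter, 1 in the 2-group fit, 197 at an adjusted p under 0.05, 192 with no fold minimum and 6 when tested against a fold of 1.5. Leaving out 1 library gave 0 to 40. Of the 40 genes called without Rbbp4 OE replicate 1, 5 were among the 73, and 30 were listed at 0 in all control and Rbbp7 OE libraries, which leaves them no residual spread in that fit. The share of higher calls was 39.7% in the main result and 53.1% under median-of-ratios scaling, with 26 higher and 23 lower. The median of all genes was -0.08 before and 0.01 after that scaling. The GC and length correction gave 69 calls, 62 of them among the 73, and 49 calls, 46 of them among the 73, when it also removed each library's overall shift. For Rbbp7 OE against control, 5 genes became 2 with no filter, 8 at a mean TPM of at least 5, 0 in the 2-group fit, 24 at an adjusted p under 0.05 and 3 when tested against a fold of 1.5. Leaving out 1 library gave 0 in each case. For Rbbp4 OE against Rbbp7 OE, 7 genes became 4 with no filter, 1 among protein-coding genes and 23 at an adjusted p under 0.05. Leaving out 1 library gave 0 to 42. The fewer samples of the 2-group and left-out fits, and the larger number of genes with no filter, are part of their construction. For the other settings, the cause was not tested.

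The replicate numbers did not pair the samples. The deviations of same-numbered libraries had correlations of -0.0263 between control and Rbbp4 OE, 0.0336 between control and Rbbp7 OE and -0.0308 between the overexpression lines. With the number as a block, 4 genes were called in Rbbp4 OE against control, 4 in Rbbp7 OE against control and 7 between the lines, 1 gene was called in both lines, and Rbbp4 in Rbbp4 OE kept its log2 fold change of 0.88 with an adjusted p of 0.0106.

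The Rbbp4 level in Rbbp4 OE kept its direction in all alternatives, from 0.86 to 1.10, and passed the fold of 2 after the GC and length correction, at 1.04, and with centring, at 1.10. Its adjusted p passed 0.01 in the 2-group fit, with a value of 0.88 and an adjusted p of 0.0336, and when any 1 library was left out, with values from 0.88 to 0.89. The Rbbp7 level in Rbbp7 OE stayed between 1.60 and 1.67, and was past 0.01 only in the 2-group fit, with 1.63 and an adjusted p of 0.0339, and when 1 library was left out, with values from 1.60 to 1.65.

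The correlation of 0.518 became 0.239 with control replicate 1 for Rbbp4 OE and 2 for Rbbp7 OE, 0.190 the other way round and 0.615 as Spearman's rho. Leaving out 1 library gave 0.420 to 0.636. The overlap of 2 genes became 0 with no filter and in the 2-group fit, 5 at a mean TPM of at least 5 and 4 among protein-coding genes. Leaving out 1 library gave 0.

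No early-2C test passed its threshold under any alternative, with adjusted p from 0.0973 to 0.981. The early-2C median in Rbbp4 OE was 0.19 at a mean TPM of at least 5, with 3 members left, and -0.19 to -0.025 when 1 library was left out. In Rbbp7 OE it was -0.056 with no filter, -0.036 after the GC and length correction, -0.047 with centring as well and -0.025 to 0.089 when 1 library was left out. Between the lines it was -0.016 with no filter and -0.023 to 0.13 when 1 library was left out. The cause was not tested.

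Among the other lists, the trophoblast median in Rbbp7 OE turned to 0.54 at a mean TPM of at least 5, where its adjusted p was 0.0485, the lowest in a range up to 0.960 over its settings, and ranged over -0.10 to 0.22 when 1 library was left out. Between the lines it was -0.0087 with no filter, -0.41 at a mean TPM of at least 5, -0.028 after the GC and length correction and -0.12 to 0.14 when 1 library was left out. The chromatin partner median in Rbbp4 OE turned to 0.024 under median-of-ratios scaling, 0.027 under quantile normalization, 0.035 after the GC and length correction and 0.093 with centring. In Rbbp7 OE it turned to -0.023 and -0.035 after the 2 corrections and ranged over -0.054 to 0.042 when 1 library was left out. Between the lines it was 0.025 after the correction with centring. The pluripotency median ranged over -0.012 to 0.032 in Rbbp4 OE and -0.015 to 0.11 in Rbbp7 OE when 1 library was left out.

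Leaving aside each target in its own line, given above, all 29 values of named genes that were called kept their sign in the 502 alternative values, and 270 of these were still called. Of the 19 values not called, 3 of 340 alternative values were called, all of them Rbbp4 in Rbbp4 OE against Rbbp7 OE, at 1.01 under median-of-ratios scaling, 1.03 after the GC and length correction and 1.10 with centring. The cause was not tested. Gapdh in Rbbp4 OE turned to 0.0057 under median-of-ratios scaling. In Rbbp7 OE, Rbbp4 turned to 0.0040 under quantile normalization, 0.019 after the GC and length correction and 0.0070 with centring, Pou5f1 to -0.0020 with centring, Ehmt2 to -0.023 and -0.035 after the 2 corrections, and Chd4 to -0.010 with centring. Chd4 ranged over -0.090 to 0.14 in Rbbp4 OE and -0.10 to 0.13 in Rbbp7 OE when 1 library was left out. The TPM values keep no depth, so depth limits cannot be stated.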

Other observations

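The scalings, the looser threshold and the separate controls were planned as alternative settings, and their use here as tests of an explanation was chosen only after the result was seen. Also chosen only then were the tests of calls kept after the GC and length correction, of the same-sign share with shared controls, of the Y genes themselves, of the X homologs in Rbbp4 OE, of the distal part of chromosome 8 and of the Zscan4 sums.

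More genes were called lower than higher in Rbbp4 OE, 44 against 29. At an adjusted p under 0.05 and the same fold, 97 were lower and 100 higher, while with no fold minimum 131 were lower and 61 higher, among protein-coding genes only 58 and 31, and at a mean TPM of at least 5, 56 and 36, so the excess depended on the setting. Scaling between samples as the cause of that excess cannot be told apart from a real one, since the ways to remove each library's shift differ. After median-of-ratios scaling 23 were lower and 26 higher, after quantile normalization 29 were lower and 23 higher, and after the GC and length correction with centring 29 were lower and 20 higher. A trend on GC content and transcript length was present, with a Spearman correlation of the log2 fold change of 0.26 with GC content and -0.24 with length across genes. As the whole cause of the calls it is argued against for 46 of the 73 genes, which were still called after the correction with and without centring, and for another 16, which were still called once the trend was removed and lost only when each library's overall shift was removed as well. It stays open for the other 11.

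The genes called in Rbbp4 OE mostly moved the same way in Rbbp7 OE, 87.7% of them. Shared control libraries stay open as a cause of this share. The highest share in simulations was 68.9%, but these left out the selection of calls on noise in the controls. Across all genes, r with separate controls was 0.239 or 0.190, against a highest simulated r of 0.164, which argues against shared controls as the whole cause of that correlation. The GC and length trend is argued against for the share, since 89.8% had the same sign among genes called after the correction. A feature of the control line or its batch cannot be told apart from a response common to both lines. All comparisons use 1 control line, which may lack the vector and drug selection. With a separate control library for each line the lower r was 0.190.

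Chromosomes were compared by the median of their protein-coding genes. Before the GC and length correction, chromosomes 1, 6, 8, 14 and 18 were lower and chromosomes 7 and 17 higher in Rbbp4 OE at a permutation p under 0.05 adjusted over chromosomes, and chromosomes 6 and 8 were lower and 7, 11, 15 and 17 higher in Rbbp7 OE. After the correction chromosomes 6 and 8 stayed lower in both lines and chromosome 7 stayed higher in Rbbp4 OE, at 0.04. Chromosome 6 was shifted by -0.09 in Rbbp4 OE and -0.05 in Rbbp7 OE before and by -0.06 and -0.05 after the correction, over 565 genes. Protein-coding genes of chromosome 8 were lower than all genes by a median log2 of -0.07 in Rbbp4 OE and -0.08 in Rbbp7 OE. Chance placement is argued against: permuted chromosome labels gave an adjusted p of 5e-04 in Rbbp4 OE, with 673 genes on the chromosome, although neighbouring genes are not independent. The GC and length trend is argued against, since the shift was -0.10 after the correction. The chromosome was then divided into 5 parts of similar gene number. In Rbbp4 OE the shifts were -0.03, 0.01, 0.04, -0.29 and -0.27 from the proximal to the distal end, and in Rbbp7 OE -0.01, 0.01, -0.04, -0.24 and -0.24. An extra copy of all of chromosome 8 in the control cells is argued against by this difference between the parts (permutation test, two-sided, p = 1e-04, the smallest that 10000 permutations can give). In windows of about 60 genes, the 5 distal windows, from 84886393 to 129234406 on GRCm38, were the 5 lowest of 206 windows over the genome in Rbbp7 OE after the correction, and ranked 1, 2, 3, 5 and 8 in Rbbp4 OE. A second low region lay on chromosome 6, in adjacent windows 7 and 8, from 113604772 to 131388476, which ranked 4 and 6 in Rbbp4 OE, at -0.24 and -0.19, and 6 and 8 in Rbbp7 OE, at -0.15 and -0.12. It holds Adipor2, which was called in both lines, and also Nanog, Gapdh and Chd4. In Rbbp4 OE, Nanog was at -0.23, Gapdh at -0.10 and Chd4 at 0.02. A copy number difference in that region was not tested.

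A copy number difference in the distal part of chromosome 8 between the control cells and both overexpression lines is a candidate explanation that stays open. Of its 306 protein-coding genes, 71.9% lay below the median of all genes in Rbbp4 OE and 76.5% in Rbbp7 OE. The test asked for more than 75% in both lines, which Rbbp4 OE missed. The shift was -0.33 for the more strongly expressed genes and -0.14 for the others in Rbbp4 OE, and -0.29 and -0.14 in Rbbp7 OE. The rest of the chromosome was at 0.01 and 0.0020. Of the 73 calls in Rbbp4 OE, 7 lie there, 6 of them lower, Plekhg4 among them. Expression alone cannot be told apart from copy number here, since DNA was not analysed.

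The median log2 fold change of the 7 Y genes tested was -0.53 in Rbbp7 OE. That was below all 10000 random lists of protein-coding genes matched on mean expression. In Rbbp4 OE it was -0.08, at percentile 45.3 of such lists, so these 7 as a set did not stand apart there. Gm21748, whose value is that median, and Gm21860 are each 100% identical over the aligned part to G530011O06Rik. Their levels need not come from the Y chromosome, so the set result in Rbbp4 OE says little about it. Single Y genes, chosen after their values were seen, were lower in both lines. Eif2s3y had 28.0 and 35.6 TPM in control, 14.5 and 14.8 in Rbbp4 OE and 6.56 and 7.92 in Rbbp7 OE. Ddx3y had 10.2 and 11.6 TPM, 3.95 and 2.59, and 2.91 and 2.31. Uty had 1.87 and 2.97 TPM, 1.00 and 1.17, and 0.56 and 0.57. None of these 3 was called, with limma adjusted p from 0.0140 to 0.127. Loss of the Y chromosome from part of the cells cannot be told apart from lower expression, since DNA was not analysed. Of 7 Y genes tested, 6 were lower in Rbbp7 OE and 4 in Rbbp4 OE. In Rbbp4 OE, Uba1y was higher (2.35 and 1.52 TPM against 1.10 and 1.25). The gene not lower in Rbbp7 OE was Gm21860 (0.03), while Uty, Ddx3y, Eif2s3y and Uba1y were each lower there. Reads shared with the X homologs are argued against in Rbbp4 OE, where the summed TPM of Ddx3x, Eif2s3x and Kdm6a changed by -109 when it would need to rise by the amount the Y genes lost. In Rbbp7 OE the sum changed by -35.6 with a control SD of 41.5, so the same explanation cannot be told apart there.

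The early-2C genes under the filter were lower in both lines. Of 25 members with a TPM above 0, 22 were lower in Rbbp4 OE (median log2 -0.15) and 19 in Rbbp7 OE (median -0.09). A general fall of low genes is argued against for these members. Matched on mean TPM, random lists had a median as low in a share of 1e-04 for Rbbp4 OE. That is the smallest share that 10000 lists can give. For Rbbp7 OE the share was 5e-04. Over all 33 members with a TPM above 0, it was 1e-04 in Rbbp4 OE and 0.011 in Rbbp7 OE. These shares describe these libraries and are no test over replicates, since the members move together. Reads moved between near-identical Zscan4 members are argued against in Rbbp4 OE, where the summed family was at 0.269 of control, with both libraries below both controls. Fewer 2-cell-like cells in the culture is a hypothesis that cannot be told apart from lower expression per cell. The Zscan4 sum was at 0.40 of control in Rbbp7 OE. The sum of all members under the filter was at 0.29 of control in Rbbp4 OE and at 0.62 in Rbbp7 OE. Between the lines, 15 of the 25 members were lower and 7 higher in Rbbp4 OE, and a share of 0.039 of the matched lists had a median as low. Over all 33 members with a TPM above 0 that share was 0.28, with 18 lower and 12 higher, so a difference between the lines is not settled. The 2 controls differed between themselves, with Zscan4 sums of 3.2 and 2.05 TPM.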
